A study of Homo sapiens with 6 samples. Its data were reported in "Human Umbilical Cord Matrix Mesenchymal Stem Cells Suppress the Growth of Breast Cancer by Expression of Tumor Suppressor Genes" (2015).

How the data were processed

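Total RNA of 6 human UCMSC samples, 3 naive and 3 co-cultured with MDA-231 cells for 48 hours, was amplified to biotin-labelled cRNA and hybridized to Illumina bead arrays. UCMSC lay at the bottom of Transwell dishes and the carcinoma cells in the inserts, so that medium was shared but the cells were kept apart. The groups were taken from the labels of the samples.

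The deposited intensity of each probe is the bead summary signal, which the authors obtained with BeadStudio 3.3.7 per the labels, without background subtraction or normalization between arrays. The deposited detection p-value of each probe sets its signal against the negative control beads of the array, and its steps imply 708 such controls. The deposited score of each probe is a z-score made by the authors, and equalled the z-score of log10 signal within each array to within 5e-10 on every probe. The scale, centring and direction of these scores are therefore known, and their median was between -0.46 and -0.44 on each array. Settings of BeadStudio are not given in the sources used here.

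The arrays hold 22184 probes. The platform annotation names 1 gene symbol for 19715 probes, several for 0 and none for 2469. Symbols were checked against the RefSeq gene table through Entrez identifiers. None needed an update, and 20 had no match and kept their name. No genome build was named, so no coordinates are given. Intensities were background-corrected with normexp from the detection p-values, offset by 16, quantile normalized and log2-transformed (neqc, limma 3.58.1, R 4.3.3). Probes with a detection p under 0.05 on at least 3 arrays were kept, 11799 in all. Of these, 1018 had no gene symbol. For each gene the probe with the highest mean over all 6 arrays was used, which gave 9850 genes. Of 51 called genes with more than 1 detected probe, 11 had probes of opposite sign, and no gene had called probes in both directions.

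Differences between groups were fitted with limma (lmFit and eBayes, two-sided, prior degrees of freedom 6.91) with Benjamini-Hochberg adjustment over all genes tested, and called at an adjusted p under 0.05. Log2 changes are co-cultured minus naive, with their standard errors. The median standard error was 0.182. The median SD over genes was 0.164 among naive and 0.233 among co-cultured arrays. Where a probe was detected on no array of a group, the fold is given as a bound. The mean of the other group was set against the mean, over the arrays of the dim group, of the higher of its own value and the lowest value of a detected probe on that array. List medians were unchanged with such genes at their bound.

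Gene lists were tested with limma's camera with a preset correlation of 0.01 between genes and again with an estimated correlation, with adjustment over the 27 lists that had at least 3 measured genes, out of 28. With an estimated correlation, camera refers its statistic to the residual degrees of freedom of the arrays. These are few here, and fewer with the replicate number as a block. Its p-values can then be larger even without correlation between genes. The lists, the tests, the alternatives and the rule for named genes were set before the data were examined. The rule named the 17 genes of the study, the 15 highest and 15 lowest called genes with groups that did not overlap, and in each list the 4 called members with the largest change or, with none called, its most abundant member. Of the genes so named 80 were called, and 41 of these kept the call when any 1 array was left out.

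Replicate numbers in the labels are shared between the groups. As a check on whether they pair the samples, deviations from the group means were correlated over genes. The correlations of same-numbered arrays were 0.176, 0.147 and 0.349, each above 0.1, so the fit with the replicate number as a block is given where it changes the call of a named gene or list or moves a count of calls by over 1.5 times. Deviations within a group of 3 arrays sum to 0, which ties these correlations to each other. A pairing would rest on these values alone, as the labels do not say what the number marks. Naive replicate 2 with co-cultured replicate 1 gave 0.161, above the 0.147 of a same-numbered pair, so the check cannot decide on a pairing.

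The alternatives were no background correction, median scaling in place of quantile normalization, z-normalization, the deposited scores, no or a stricter filter on dim probes (detection p under 0.01 on all 6 arrays), the mean over the probes of a gene, the methods' t-test, limma-trend with robust eBayes, array weights, the replicate block, and each array left out. The study named a t-test for its in vitro and in vivo experiments, and gave no test per gene for its arrays. Z-scores, the deposited ones included, were put on a log2 scale. They were multiplied by the mean over arrays of the SD of log2 signal. Fits that left out an array kept the 9850 genes, a choice made after a first run with a filter of their own. The replicate block on z-normalized values, all detected probes, and replicate 3 of both groups left out were added after seeing the data. Slide positions are not given in the sources used here, so no slide was fitted as a block.

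The fit was tested on simulated data, with 20 simulations of 9850 genes from the real means and spreads of these arrays. In each, 200 genes were changed by 0.5, 1 or 2 on the log2 scale. Of these, 11.8%, 91.6% and 100% were called in the right direction, and 9 unchanged genes were called per simulation on average. A shift of 0.5 planted in the hypoxia list was called in 20 of 20 simulations with either correlation. The noise of each gene was drawn independently, so the simulations cannot show how camera behaves where the genes of a list are correlated.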

Results

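Gene expression was measured on Illumina bead arrays in human umbilical cord matrix mesenchymal stem cells (UCMSC), stromal cells of the cord's connective tissue. The comparison addressed how UCMSC respond to breast carcinoma cells that they do not touch. In 3 samples UCMSC had been co-cultured for 48 hours with MDA-231, a human breast carcinoma cell line held in a Transwell insert above them, and 3 samples were naive UCMSC grown without carcinoma cells. Naive UCMSC had no other cells in the insert, so a response to carcinoma cells cannot be told apart from one to more cells sharing the medium. The mean signal was 483, 455 and 450 on the naive arrays and 404, 510 and 406 on the co-cultured arrays, and 51.3% to 53.1% of the probes were detected on each array. The number of arrays limits the precision of every value. The labels do not say whether the samples of a group came from separate cultures or donors, so p-values measure only the spread between these samples.

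The highest gene in co-cultured UCMSC was COXFA4L2 (formerly NDUFA4L2), a mitochondrial protein and known hypoxia target, which was 21.9-fold higher with a log2 change of 4.45 ± 0.18 (SE, n = 3 per group; adjusted p = 5.38e-07). It was followed by AQP1, a water channel (3.14 ± 0.19), ZNF395 (2.76 ± 0.16), AK4, a mitochondrial adenylate kinase (2.54 ± 0.19), PFKFB4 (2.47 ± 0.21) and ALDOC (2.43 ± 0.16), both regulators or enzymes of glycolysis, and IGFBP3, a secreted binding protein of insulin-like growth factors (2.39 ± 0.17). CRABP2, a retinoic acid binding protein, was detected on no naive array and was at least 4.11-fold higher (adjusted p = 0.00187), and SPAG4, detected on no naive array either, was at least 2.61-fold higher (adjusted p = 0.000590). The others of the 15 highest genes were C5orf46, CLIC3, TMEM45A, NPY, TUBB2B and DPYSL4, with log2 changes between 1.77 and 2.27. With no background correction NPY, TUBB2B and DPYSL4 (1.05 to 1.08), CRABP2 (1.40) and SPAG4 (0.99) were smaller by over 1.5 times. The same 5 genes were so on z-normalized values, with CRABP2 at 1.37 and SPAG4 at 0.98. The bounds given for CRABP2 and SPAG4 were computed on background-corrected values, and exceed the changes of these genes without that correction.

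The lowest genes included RRM2, the ribonucleotide reductase subunit that supplies DNA synthesis (-1.62 ± 0.19), NDC1, a nuclear pore protein (-1.52 ± 0.23), CTBP2, a transcriptional corepressor (-1.49 ± 0.25), SAPCD2 (-1.32 ± 0.21), BUB1B, a spindle checkpoint kinase (-1.28 ± 0.16), and ESM1, a secreted proteoglycan (-1.26 ± 0.22). These 6 kept their calls when any 1 array was left out. CTBP2 and ESM1 lost theirs with no filter on dim probes (adjusted p = 0.0556 and 0.0511, in ranges over all alternatives of 0.000146 to 0.160 and 9.21e-05 to 0.155). ECT2, CSGALNACT2, ATAD3B, AMD1, MOB1A, LSM12, HDLBP, MCL1 and ASPH were also among the 15 lowest, with log2 changes from -1.65 to -1.31, but each lost its call in 4 or 5 of the 6 fits that left out 1 array, with an adjusted p of up to 0.175. All 9 lost it with no filter on dim probes too (adjusted p from 0.0808 to 0.165). With no background correction 7 of the 15 lowest genes were smaller by over 1.5 times, namely CTBP2, SAPCD2, ECT2, CSGALNACT2, ATAD3B, MOB1A and HDLBP, at -1.01 to -0.75. These apart from SAPCD2 were so on z-normalized values too (-1.07 to -0.77), and CTBP2 and HDLBP with the mean of their probes (-0.75 and -0.79).

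**Figure D1:**
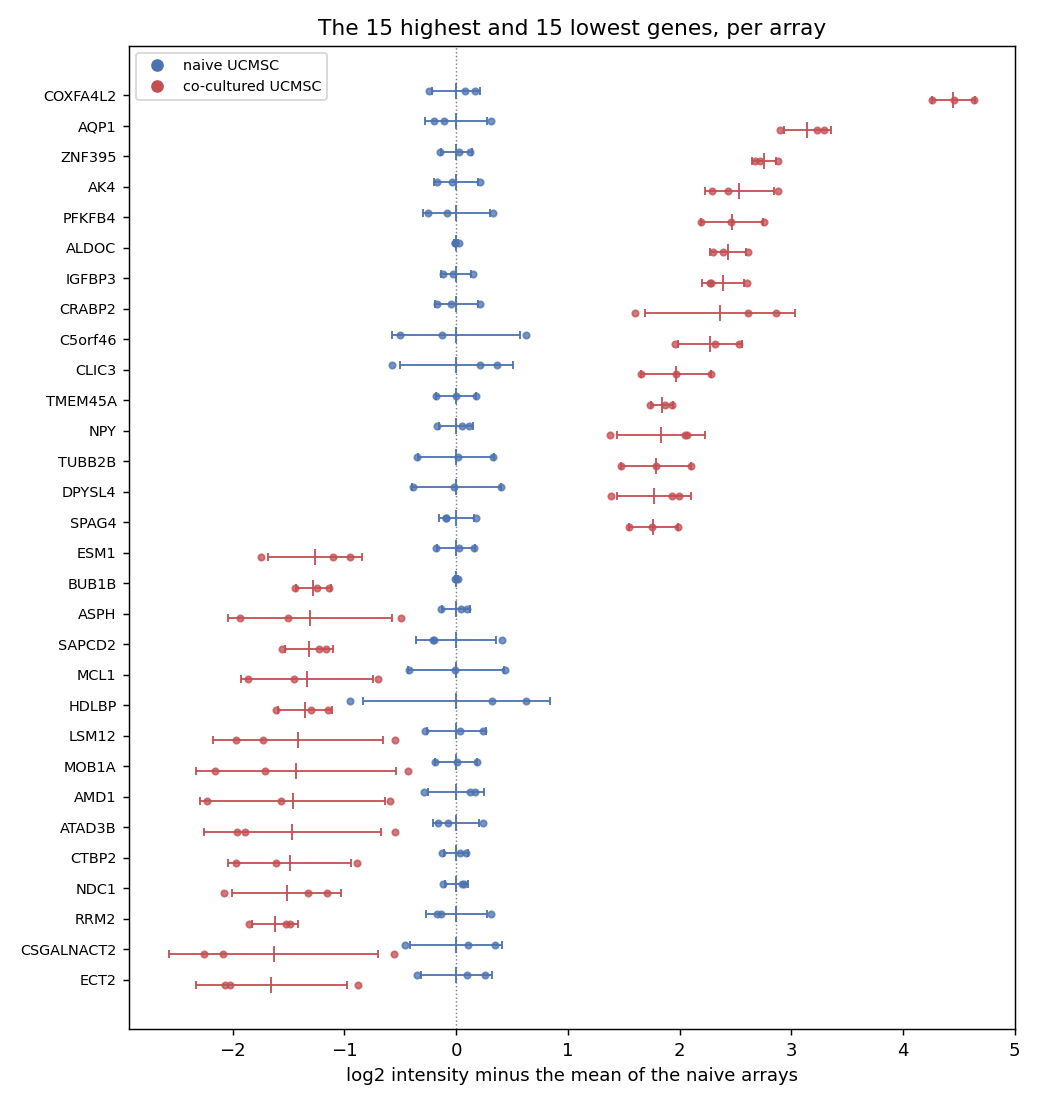
Log2 intensity of the 15 highest and 15 lowest genes on each array, minus the mean of the 3 naive arrays (horizontal axis, log2 scale). Points are arrays, ticks are group means and bars are SDs (n = 3), and COXFA4L2 lies 4.45 above the naive mean.

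Of 9850 genes tested with limma, 281 were higher and 181 lower in co-cultured UCMSC at an adjusted p under 0.05, 4.69% of the genes. The 462 genes were all past the 1.5-fold criterion of the study, and none had overlapping groups. Over all genes 27.1% had groups that did not overlap, where chance gives 10% with 3 against 3. With the replicate number as a block 550 genes were higher and 453 lower, but the check in the methods cannot decide whether the number pairs the samples. On z-normalized values the calls were split differently, with 262 higher and 269 lower, or 49.3% higher in place of 60.8%. Of the 80 named genes that were called, 76 lost the call with the methods' t-test after Benjamini-Hochberg adjustment, and 25 with no filter on dim probes, which raised the genes tested to 16578. Without naive replicate 1, 2 or 3 the number of called genes was 94, 177 and 146, and without co-cultured replicate 1, 2 or 3 it was 243, 188 and 970. Among all 462 genes, 83 were called in each of these 6 fits, 66 higher and 17 lower. On the first principal component, which took 50.8% of the variance, co-cultured replicate 3 lay at 2.54, between the naive arrays (-24.7 to -12.7) and the other co-cultured arrays (28.5 and 24.9). Of 7 measured epithelial markers, which carcinoma cells also express, MUC1 and KRT19 were among the higher genes.

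Of 27 gene lists tested with limma's camera, 11 were higher and 1 lower at an adjusted p under 0.05. Among the higher lists were the study's tumor promoters, tumor suppressors and genes of unknown tumor function. The study chose these genes on these samples, so those calls are not independent evidence. Some of its genes were also members of other lists, such as P4HA1, PDIA5 and LOXL1 of collagen processing, BGN and COL1A2 of the collagens and matrix proteins, GPI of glycolysis and PTGS2 of the inflammatory list. P4HA1, P4HA2 and LOX were in both the collagen processing and the hypoxia list. The lists are therefore not fully independent of that choice or of each other. With the same preset correlation, 18 lists were higher on median-scaled and on z-normalized values. On the neqc values, with an estimated correlation between genes, 2 lists were higher and 1 lower, namely hypoxia, glycolysis and proliferation. Calls were also lost where the estimate was below the preset 0.01. For the TGF-beta targets it was -1.39e-05, and the unadjusted camera p rose from 0.000132 to 0.0146. A call lost with the estimate therefore does not show that the genes of a list are correlated. Another split of the 6 arrays, with groups mixed, also gave 11 called lists with the preset correlation.

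Genes that respond to low oxygen rose as a group in co-cultured UCMSC. Of 24 measured members of the hypoxia list, 18 were higher and none lower (19 higher adjusted over the list alone), with a median log2 change of 0.94 (limma's camera, adjusted p = 2.74e-19, and adjusted p = 0.0133 with an estimated correlation). The largest changes were those of ZNF395, TMEM45A, a membrane protein (1.84 ± 0.16), NDRG1, a stress-responsive gene (1.72 ± 0.19), and ANKRD37 (1.65 ± 0.21). These 4 genes kept their calls when any 1 array was left out. The mean shift of the list was 1.08, 0.99 and 0.98 on the 3 co-cultured arrays, against -0.01 to 0.02 on the naive arrays. Of the 18 called members, 8 were called in all 6 fits that left out 1 array.

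Glycolysis genes rose with them. Of 19 measured genes 9 were higher and none lower (12 higher adjusted over the list alone), with a median of 0.66 (camera, adjusted p = 3.32e-10, and adjusted p = 0.0178 with an estimated correlation). Beside PFKFB4 and ALDOC, the neuronal enolase ENO2 was higher by 1.61 ± 0.18 and PFKFB3, a sister enzyme of PFKFB4 that raises glycolytic flux, by 1.30 ± 0.27. The call of PFKFB3 was lost without any 1 of the naive arrays (adjusted p up to 0.0833) and with no filter on dim probes (adjusted p = 0.105), and its log2 change was 0.86 on z-normalized values. None of 26 measured genes of oxidative phosphorylation was called, over all genes or adjusted over the list alone, and their median was 0.07 (camera, adjusted p = 0.557). Camera called that list higher on median-scaled and z-normalized values (adjusted p = 0.0170 and 0.0121, with a range over all alternatives of 0.0109 to 0.871). The log2 change of ATP5F1B, its most abundant member, was -0.18 ± 0.15 (adjusted p = 0.521), and positive on median-scaled and z-normalized values.

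Genes of DNA replication and mitosis fell. All 29 measured members of the proliferation list had a negative log2 change, with a median of -0.82, and 18 passed the test as lower, or 23 adjusted over the list alone (camera, adjusted p = 2.74e-19, and adjusted p = 0.0178 with an estimated correlation). After RRM2 and BUB1B the largest changes were those of cyclin A2, CCNA2 (-1.24 ± 0.18), and the mitotic kinase CDK1 (-1.05 ± 0.16). These 4 genes kept their calls when any 1 array was left out, as did 6 of the 18 called members in all. With both the replicate block and an estimated correlation, none of the 3 lists just described was called, with an adjusted p of 0.146 for each. That fit leaves very few residual degrees of freedom, so it could hardly call any list and decides nothing about these 3.

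**Figure D2:**
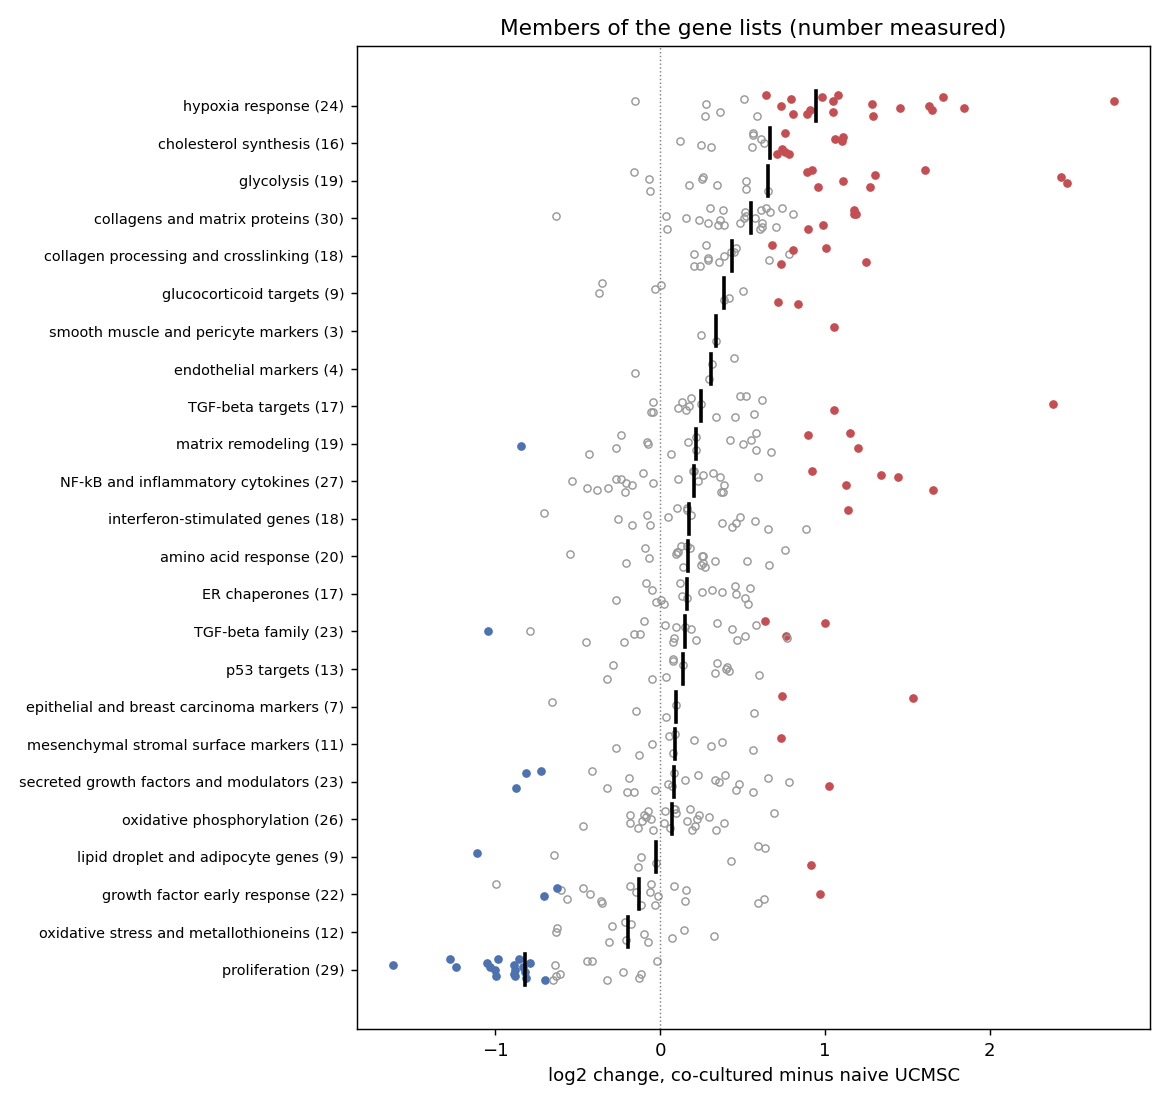
Log2 change in co-cultured minus naive UCMSC (horizontal axis) for each measured member of the gene lists fixed beforehand, apart from those chosen by the study. Filled points are genes at an adjusted p under 0.05 (red higher, blue lower), open points the others, and black bars the list medians, 0.94 for the hypoxia list and -0.82 for the proliferation list, with the number measured after each name.

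Transcripts of the extracellular matrix were shifted upward. Of 30 measured collagens and matrix proteins, 29 had a positive log2 change with a median of 0.55, and 5 were higher and none lower at the threshold over all genes (18 higher and 1 lower adjusted over the list alone). Camera called the list higher (adjusted p = 4.04e-10), and not with an estimated correlation (adjusted p = 0.0798). The 4 largest were COL11A1, a fibrillar collagen (1.19 ± 0.19), TNC, the matrix glycoprotein tenascin C (1.18 ± 0.18), and the small leucine-rich proteoglycans LUM (1.18 ± 0.19) and DCN (0.99 ± 0.16). These 4 kept their calls when any 1 array was left out. COL11A1, which had detected probes of opposite sign, and DCN lost theirs with the mean of their probes (0.46 and 0.77, adjusted p = 0.116 and 0.129, in ranges over all alternatives of 0.000185 to 0.127 and 8.12e-05 to 0.129). Of 18 genes for collagen processing and crosslinking, all were positive, and 5 were higher over all genes and 9 adjusted over the list alone (camera, adjusted p = 8.91e-08, and adjusted p = 0.111 with an estimated correlation). Among them were the lysyl oxidases LOXL3 (1.25 ± 0.16) and LOXL4 (1.01 ± 0.18) and the prolyl hydroxylases P4HA2 (0.80 ± 0.17) and P4HA1 (0.73 ± 0.16). LOXL3 was smaller with no background correction and on z-normalized values (0.78 and 0.71). LOXL4, P4HA2 and P4HA1 lost their calls without 1 or more of the arrays (adjusted p up to 0.127). Of 19 measured matrix remodeling genes, 3 were higher and 1 lower, or 8 higher and 2 lower adjusted over the list alone (camera, adjusted p = 0.0151, and adjusted p = 0.111 with an estimated correlation). The protease CTSK (1.15 ± 0.17), the sulfatase SULF1 and the inhibitor TIMP3 (0.90 ± 0.20) were higher and the urokinase PLAU (-0.84 ± 0.15) was lower. The median of that list was 0.22, against 0.44 on median-scaled values, and its call was lost without replicate 3 of both groups (adjusted p = 0.0575, in a range over all alternatives of 0.00148 to 0.111). TIMP3 and PLAU lost their calls without 1 or more of the arrays (adjusted p up to 0.140).

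Sterol synthesis genes were higher in co-cultured UCMSC. All 16 measured genes of cholesterol synthesis were positive, with a median of 0.67, and 8 passed the test (13 adjusted over the list alone), led by MVD (1.11 ± 0.22), HMGCS1 (1.10 ± 0.17), DHCR7 (1.06 ± 0.19) and NSDHL (0.78 ± 0.16). Camera gave an adjusted p of 8.17e-10, and the call was lost with an estimated correlation (adjusted p = 0.0552). HMGCS1 kept its call when any 1 array was left out, and MVD, DHCR7 and NSDHL did not (adjusted p up to 0.0950). Of 9 measured lipid droplet and adipocyte genes, the desaturase SCD was higher (0.92 ± 0.16) and the carnitine palmitoyltransferase CPT1A lower (-1.11 ± 0.19), against 3 higher and 2 lower adjusted over the list alone. The median of that list was -0.03, its mean 0.06 and camera's direction upward (adjusted p = 0.691), and the median was positive on median-scaled and z-normalized values (0.29 and 0.19), with the stricter filter on dim probes (0.51, adjusted p = 0.0738, in a range over all alternatives of 0.0738 to 0.901) and in 4 of the 6 fits that left out 1 array (0.03 to 0.08). SCD lost its call without naive replicate 3 (adjusted p = 0.0596), and CPT1A without naive replicate 1 (adjusted p = 0.0512). With no background correction and on z-normalized values CPT1A was smaller (-0.58 and -0.62), and with no filter on dim probes MVD lost its call (adjusted p = 0.0790).

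Among inflammatory genes, 5 of 27 were higher and none lower, over all genes or adjusted over the list alone, led by PTGES and PTGS2, which act in sequence in prostaglandin E2 synthesis (1.66 ± 0.17 and 1.34 ± 0.15), the chemokine CCL20 (1.44 ± 0.23) and the alarmin IL33 (1.13 ± 0.17). The 4 kept their calls when any 1 array was left out. For the list, camera gave an adjusted p of 0.0412 with a median of 0.21. That call was lost with an estimated correlation (adjusted p = 0.220), with the replicate block (adjusted p = 0.0537), and without naive replicate 1, naive replicate 2 or co-cultured replicate 3 (adjusted p = 0.0576, 0.0595 and 0.185) or replicate 3 of both groups (adjusted p = 0.101), with a range over all alternatives of 0.00148 to 0.220. Of 18 measured interferon-stimulated genes, XAF1 was higher (1.14 ± 0.18), and 3 were adjusted over the list alone. The list did not pass (adjusted p = 0.0646), and it did with the replicate block (adjusted p = 0.0497, but 0.320 with the block and an estimated correlation, and 0.326 with an estimated correlation alone) and without naive replicate 1, naive replicate 2 or co-cultured replicate 3 (adjusted p = 0.0494, 0.0247 and 0.0384). It passed too with the stricter filter on dim probes (adjusted p = 0.0321), where its median was 0.46 in place of 0.18, and with the block on z-normalized values (adjusted p = 0.0470). With no background correction and on z-normalized values XAF1 was smaller (0.72 and 0.65). Over all alternatives the adjusted p of that list lay between 0.0247 and 0.326.

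Of 17 measured TGF-beta targets, IGFBP3 and the smooth muscle protein CNN1 were higher, CNN1 by at least 1.82-fold because it was detected on no naive array (adjusted p = 0.0274). Adjusted over the list alone, 5 were higher. The list was called (median 0.25, or 0.49 on median-scaled values, camera, adjusted p = 0.000445), and not with an estimated correlation (adjusted p = 0.0790). In the TGF-beta family of ligands, receptors and binding proteins, 3 of 23 genes were higher, namely the latent TGF-beta binding protein LTBP4, the activin subunit INHBB (0.76 ± 0.19) and the pseudoreceptor BAMBI (0.63 ± 0.16), and 1 was lower, FST (4 and 1 adjusted over the list alone, list median 0.15, adjusted p = 0.132). Among 23 secreted growth factors and modulators, the chemokine CXCL12 was higher (1.03 ± 0.17), and NRG1 (-0.87 ± 0.16), FGF5 (-0.81 ± 0.20) and KITLG (-0.72 ± 0.17) were lower (3 higher and 3 lower adjusted over the list alone, list median 0.08, adjusted p = 0.542). Among 22 growth factor early response genes FOS was higher (0.97 ± 0.19), and HBEGF (-0.71 ± 0.17) and SPRY2 (-0.62 ± 0.16) were lower (2 higher and 5 lower adjusted over the list alone, list median -0.13, adjusted p = 0.0741). Camera called the early response list lower without naive replicate 3 or co-cultured replicate 1 (adjusted p = 0.0465 and 0.0450), with no background correction (adjusted p = 0.0383), and with no or the stricter filter on dim probes (adjusted p = 0.0118 and 0.0135), in a range over all alternatives of 0.0118 to 0.231. Of these genes, CNN1, LTBP4, INHBB, BAMBI, CXCL12, NRG1, FGF5, KITLG, FOS, HBEGF and SPRY2 lost their calls without 1 or more of the arrays (adjusted p up to 0.200). With no background correction CNN1 (0.56), INHBB (0.39), CXCL12 (0.53), NRG1 (-0.58), FGF5 (-0.42) and KITLG (-0.37) were smaller by over 1.5 times, and INHBB, FGF5 and KITLG lost their calls (adjusted p from 0.0824 to 0.0927). The bound given for CNN1 was computed on background-corrected values, and exceeds its change without that correction and on z-normalized values (0.55). SPRY2 lost its call on median-scaled values (adjusted p = 0.103).

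Other groups did not pass. Of 9 glucocorticoid targets TSC22D3 (0.71 ± 0.17) and CEBPD (0.84 ± 0.21) were higher, each losing its call without 4 or 5 of the 6 arrays in turn (adjusted p up to 0.179), with a list median of 0.39 (adjusted p = 0.119) and 4 higher adjusted over the list alone. No member was called over all genes among 20 genes of the amino acid response (median 0.17, adjusted p = 0.0798), 17 ER chaperones (0.17, adjusted p = 0.0586), 13 p53 targets (0.14, adjusted p = 0.159) and 12 oxidative stress and metallothionein genes (-0.19, adjusted p = 0.0798). Adjusted over the list alone, 2 oxidative stress genes were lower and no other member of these lists was called. Camera called the glucocorticoid, amino acid and ER chaperone lists higher on median-scaled values (adjusted p = 0.0338, 0.0106 and 0.00478) and on z-normalized values (adjusted p = 0.0264, 0.00461 and 0.00172), and the amino acid and ER chaperone lists also without naive replicate 1 (adjusted p = 0.0477 for each). With no filter on dim probes the amino acid list was also called (adjusted p = 0.0183), while the glucocorticoid median was 0.064 there, 0.17 on z-normalized values and 0.25 with no background correction. The ER chaperone list was also called with no background correction, with no or the stricter filter on dim probes, with the mean of probes and with limma-trend (adjusted p from 0.0264 to 0.0460). Over all alternatives the adjusted p of the glucocorticoid, amino acid and ER chaperone lists lay between 0.00172 and 0.350. Their most abundant members were ATF4 (0.13 ± 0.15), HSP90B1 (-0.03 ± 0.16), CDKN1A (0.33 ± 0.18) and MT2A (-0.18 ± 0.15), and the signs of HSP90B1 and MT2A turned on median-scaled and z-normalized values.

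Markers of cell types were examined for the identity of the cells. Of 11 mesenchymal stromal surface markers PDGFRB was higher (0.73 ± 0.17, lost without 5 of the 6 arrays in turn, adjusted p up to 0.135), with a list median of 0.09 (adjusted p = 0.165) and 1 higher adjusted over the list alone. Of 16 epithelial and breast carcinoma markers 7 were measured, with a median of 0.10 (adjusted p = 0.0986) and 3 higher adjusted over the list alone. That median was 0.034 without naive replicate 2 and 0.189 without naive replicate 1. Camera called the stromal and the carcinoma markers higher on median-scaled values (adjusted p = 0.0118 and 0.0437) and on z-normalized values (adjusted p = 0.00727 and 0.0264). The mucin MUC1 (1.53 ± 0.22) and keratin KRT19 (0.74 ± 0.18) were higher, KRT19 losing its call without 5 of the 6 arrays in turn (adjusted p up to 0.171). MUC1 was smaller on z-normalized values and with the mean of its probes (0.97 and 0.86). KRT18, the most abundant of the 7, changed by -0.14 ± 0.17 (adjusted p = 0.674), and was named after its value was seen. No endothelial marker of 4 measured was called (TEK 0.45 ± 0.16, list adjusted p = 0.191). Of 13 hematopoietic markers CD68 was the only one measured (0.31 ± 0.18, adjusted p = 0.337), and that list was not tested. Of 3 smooth muscle and pericyte markers CNN1 was higher (list adjusted p = 0.0602). That list was called with the replicate block (adjusted p = 0.0455, but 0.286 with the block and an estimated correlation, and 0.220 with an estimated correlation alone) and without naive replicate 2 or co-cultured replicate 3 (adjusted p = 0.0231 and 0.0429), on median-scaled and z-normalized values and with limma-trend (adjusted p = 0.0170, 0.0132 and 0.0380), and over all alternatives its adjusted p lay between 0.0132 and 0.531.

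The study screened for genes that differed between naive and co-cultured cells and that, by its criteria, encode secretory proteins and relate to growth regulation. The 17 genes are those that it found in both human and rat UCMSC. Follistatin (FST), a secreted antagonist of activin, was lower, with a log2 change of -1.04 ± 0.17 (SE, n = 3 per group; limma, adjusted p = 0.00959). Its log2 intensity was 10.39 ± 0.17 (SD, n = 3) in naive and 9.35 ± 0.20 (SD, n = 3) in co-cultured UCMSC, and the call held when any 1 array was left out. PLIN2, the lipid droplet protein that the study called ADRP, had a log2 change of -0.65 ± 0.18 and did not pass (adjusted p = 0.0729), while it was called with the replicate block (adjusted p = 0.0398, with a range over all alternatives of 0.0104 to 0.230). By qRT-PCR on the RNA samples used for the arrays, the study reported a rise of PLIN2 in place of a fall.

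Of the 17 genes, 8 were higher and 1 lower over all genes tested, and 15 were higher and 2 lower adjusted over the list alone. With the replicate block 12 were higher and 2 lower over all genes. The genes were chosen on these samples, so neither count is independent evidence of their direction. Among those higher, PTGS2 (1.34 ± 0.15) and SULF1 (1.20 ± 0.15) kept their calls when any 1 array was left out. LTBP4, with a log2 intensity of 8.92 in co-cultured and 7.92 in naive UCMSC, GPI (0.96 ± 0.17), BGN (0.90 ± 0.18), PAM (0.88 ± 0.17), PDPN (0.76 ± 0.19) and P4HA1 did not (adjusted p up to 0.188). LOXL1, PDIA5, MIF, HTRA1, SERPINE2, TGFBI and COL1A2 had log2 changes between 0.39 and 0.78 and did not pass (adjusted p from 0.0674 to 0.186). With the replicate block LOXL1, PDIA5, MIF and HTRA1 were called as higher (adjusted p = 0.0350, 0.0328, 0.0264 and 0.0386), and over all alternatives the adjusted p of these 4 lay between 0.000947 and 0.338. SERPINE2 and TGFBI were called on median-scaled and z-normalized values among others, and COL1A2 on median-scaled values and with the block on z-normalized values, with adjusted p ranges over all alternatives of 0.00150 to 0.230, 0.00446 to 0.256 and 0.0175 to 0.420. The study gave both directions for LTBP4, BGN and LOXL1 in human UCMSC, and all had positive log2 changes here. The 5 tumor promoters, 8 tumor suppressors and 4 genes of unknown tumor function, as the study classed them, held 2, 4 and 2 higher genes, with FST lower among the suppressors, and had medians of 0.63, 0.84 and 0.70 (camera, adjusted p = 9.25e-05, 0.0143 and 0.000781). None of these 3 calls held with an estimated correlation (adjusted p = 0.111, 0.220 and 0.0798). As the genes were chosen on these samples, the calls of these lists are not independent evidence either.

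**Figure D3:**
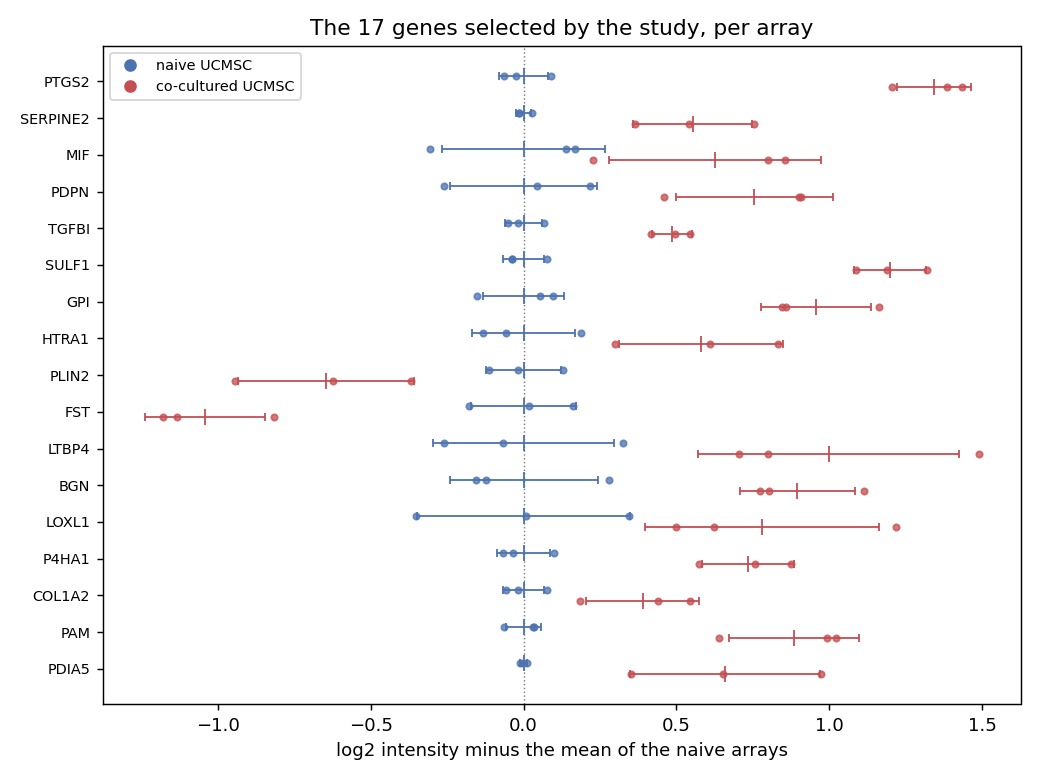
Log2 intensity of the 17 genes selected by the study on each array, minus the mean of the 3 naive arrays (horizontal axis, log2 scale). Points are arrays, ticks are group means and bars are SDs (n = 3), and FST lies at -1.04 and PTGS2 at 1.34.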

Values the study reported

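The study required a difference of at least 1.5 fold between naive and co-cultured UCMSC, and selected 43 genes in human UCMSC from the z-normalized signals. It listed 17 genes as shared with rat UCMSC. On its arrays FST and ADRP were lower in co-cultured human UCMSC. The study gave both directions for LTBP4, BGN and LOXL1 in co-cultured human UCMSC. By qRT-PCR on the RNA samples used for the arrays, it reported FST in co-cultured human UCMSC at 0.4 ± 0.1 fold and ADRP at 2.7 ± 0.3 fold.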

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

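The tests on unnamed probes were chosen only after the data had been seen. Probes without a gene symbol took part in no comparison of the report. In a fit of all 11799 detected probes, 32 of the 1018 unnamed ones differed between naive and co-cultured UCMSC (limma, adjusted p under 0.05), 18 higher and 14 lower. The highest were ILMN_1725139, with a log2 change of 3.10 ± 0.16 (SE, n = 3 per group), and ILMN_1656837 (1.63 ± 0.23). The lowest were ILMN_1729832 (-1.46 ± 0.31) and ILMN_1661861 (-1.21 ± 0.22). The 2 higher probes kept their calls when any 1 array was left out, and the 2 lower probes lost theirs in 4 of 6 such fits each (adjusted p up to 0.137). No explanation was tested for them.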

How the results depend on the processing

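The replicate block on z-normalized values, the fit of all detected probes and leaving out replicate 3 of both groups were chosen only after the results were seen. Counts are given here where they moved by over 1.5 times or a call changed, and the cause was not tested except where named. With no background correction 2 study genes and 2 gene lists were lower, and PLIN2 was called (-0.61). Median scaling gave 304 genes lower, 14 study genes higher and 18 lists higher. Z-normalization and the deposited scores, both put on a log2 scale, gave 2 study genes lower, 18 lists higher and PLIN2 at -0.60, called. With no filter on dim probes, which raised the genes tested to 16578, 100 genes were lower, 271 passed the 1.5-fold criterion and 2 lists were lower, as 2 were with the stricter filter. A t-test per gene was not reported by the study for its arrays. The methods' t-test gave 9 genes higher and 3 lower after Benjamini-Hochberg, 10 of them past 1.5-fold, and 1744 at its unadjusted threshold. It called 0 study genes higher and 0 lower (13 and 2 unadjusted, 15 and 2 with limma), and FST (-1.04) lost its call (adjusted p = 0.112, with a range over all alternatives of 0.000344 to 0.112). With limma-trend 2 study genes were lower and PLIN2 (-0.65) was called. Array weights gave 279 genes lower. The replicate block gave 550 genes higher, 453 lower, 919 past 1.5-fold and 2 study genes lower, with PLIN2 (-0.65) called. On z-normalized values the block gave 561 higher and 738 lower, 15 study genes higher and 2 lower, 19 lists higher and PLIN2 at -0.60, called. The block changed no call of a named gene or list beyond those of PLIN2, LOXL1, PDIA5, MIF, HTRA1 and the inflammatory, interferon and smooth muscle lists. An estimated correlation left 2 lists higher. Leaving out replicate 3 of both groups gave 201 genes higher and 201 lower, 3 study genes higher, and ended the calls of the inflammatory and matrix remodeling lists (adjusted p = 0.101 and 0.0575).

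When each array was left out, with fewer samples, between 73 and 516 genes were higher, 21 to 454 lower and 94 to 970 past 1.5-fold. Study genes higher were 2 to 11 and lists lower 1 to 2. FST kept its direction and call in these 6 fits, from -1.15 to -0.96, and genes called both here and under any other setting had the same direction. Signs turned for 5 genes that were not called. On median-scaled values ATP5F1B was 0.15, HSP90B1 0.28 and MT2A 0.19. On z-normalized values, the deposited scores and z with the block they were 0.045, 0.18 and 0.084. With the mean of probes ATF4 was -0.021 and CDKN1A -0.24. Without single arrays HSP90B1 lay between -0.097 and 0.077, above 0 in 3 fits. Of the other values of named genes 1393 kept their direction and call, 39 gained and 291 lost a call, and for lists 445, 51 and 15. Among the 80 named genes that were called, 76 lost the call with the methods' t-test, 25 with no filter on dim probes, 18 without replicate 3 of both groups and 6 with the mean of probes. With no background correction, and on z-normalized values, 21 of them were smaller by over 1.5 times. The medians of 15 lists, all of those not called, moved by over 1.5 times under at least 1 alternative. Dim probes limit what can be seen, as 11799 of 22184 probes passed the filter. The slide was not run as a block.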

Other observations

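The 4 gene lists of this paragraph, HIF1A, and the tests of carcinoma cell RNA, array brightness, weaker response and shared handling below were chosen only after the results were seen, so they describe these data and are not independent tests. Of 9 measured complement genes, C3 (log2 change 1.46 ± 0.19), CFB (1.14 ± 0.24) and C1S (0.88 ± 0.16) were higher (limma, adjusted p = 0.00292, 0.0269 and 0.0125). Of 9 genes of eicosanoid synthesis, prostacyclin synthase PTGIS and ALOX5AP, which presents arachidonic acid to 5-lipoxygenase (1.21 ± 0.22), were higher beside PTGES and PTGS2, PTGIS by at least 2.09-fold because it was detected on no naive array (adjusted p = 0.00253). Of 9 genes of retinoid handling, the retinol transporter STRA6 (1.25 ± 0.19), the retinaldehyde reductase DHRS3 (1.06 ± 0.19) and RARRES1 (0.86 ± 0.16) were higher beside CRABP2. The desaturases FADS2 (1.11 ± 0.21) and FADS1 (0.96 ± 0.17) were higher beside SCD, of 10 genes of fatty acid desaturation and elongation. Of these lists 6, 5, 5 and 7 genes did not pass, and with an estimated correlation camera gave an unadjusted p of 0.0807, 0.0615, 0.0640 and 0.0404. C3, PTGIS and STRA6 kept their calls when any 1 array was left out, and the others newly named here did not (adjusted p up to 0.110).

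The array fold of PLIN2 in co-cultured over naive UCMSC was 0.639 here. That is a fall, opposite in direction to the rise that the study reported by qRT-PCR on the same RNA samples, as quoted above. It is in the direction the study gave for its arrays. HIF1A, the oxygen-sensitive transcription factor subunit, was lower (log2 change -0.93 ± 0.22, adjusted p = 0.0404). It lost that call in 5 of the 6 fits that left out 1 array (adjusted p up to 0.164).

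Of the 10 splits of the 6 arrays, 1 gave as many called genes as the real one, the real split itself. It called 462 genes and 9 of the study's genes, and the most that any other split called was 0 of either, by limma. Every other split has naive and co-cultured arrays in both groups, so the difference between them widens the spread within groups. Few calls are then expected, and the 0 does not measure how many genes chance would call. At an unadjusted p under 0.05 the other splits gave between 115 and 917 genes, against 2228. For the gene lists the real split called 12 with camera and another split called 11, so camera with its preset correlation also called lists when the arrays were mixed. The splits are too few for a share under 0.05. Of the 4 splits that part all 3 same-numbered pairs, the other 3 called 0 genes.

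The rise of hypoxia and glycolysis genes was weighed against the processing and against RNA of carcinoma cells. Under no background correction, median scaling and z-normalization, the median of the hypoxia list was at least 0.76, and camera called it each time, which argues against processing as the whole cause. RNA of MDA-231 cells in the co-cultured extracts could not be excluded, although the insert membrane keeps those cells apart. The 7 measured carcinoma markers of 16 had a median of 0.10 (0.034 without naive replicate 2 and 0.189 without naive replicate 1), with MUC1 and KRT19 higher and KRT18, the most abundant, at -0.14, but 9 were not measured, 6 of the 7 were detected on all 3 naive arrays, and camera called the list higher on z-normalized values (adjusted p = 0.0264), so the markers decide nothing. A change in oxygen supply or secreted factors in the shared medium stays open as a biological explanation and was not tested.

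The fall of proliferation genes was weighed in the same way. Under the 3 other normalizations the median of the list was -0.67 or lower, and camera called it each time, which argues against processing as the whole cause. The dimmer signal of some co-cultured arrays is argued against by co-cultured replicate 2, the brightest of the 6 arrays with a mean signal of 510, on which the list shifted by -0.70 against -0.03 to 0.04 on the naive arrays. A slower cell cycle of UCMSC next to carcinoma cells stays open as a biological explanation and was not tested.

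Co-cultured replicate 3 covered 0.467 of the distance of the other two from the naive mean along the first component. A weaker response is argued against for the hypoxia, glycolysis and proliferation lists, whose shifts were 0.940, 0.924 and 0.919 of the mean of the other two, but stays open for others, since over the 9 other called lists that ratio ran from 0.634 to 1.48, with 0.671 for collagen processing, and among lists not called it was 0.184 for interferon-stimulated genes and 0.227 for the amino acid response. Array brightness is argued against by its mean signal of 406, between those of the other two (404 and 510). Handling shared by replicate number cannot be told apart from a difference of that culture, since over genes, which are not independent replicates, the correlations of same-numbered arrays summed to 0.672, against up to 0.440 under the other 5 ways to pair the arrays, centring ties these correlations together, and 6 pairings are too few for a share under 0.05. A biological difference of that culture stays open and was not tested.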
